# Modification of plant cell wall structure accompanied by enhancement of saccharification efficiency using a chemical, lasalocid sodium

**DOI:** 10.1038/srep34602

**Published:** 2016-10-03

**Authors:** Emiko Okubo-Kurihara, Misato Ohtani, Yukio Kurihara, Koichi Kakegawa, Megumi Kobayashi, Noriko Nagata, Takanori Komatsu, Jun Kikuchi, Sean Cutler, Taku Demura, Minami Matsui

## Abstract

The cell wall is one major determinant of plant cell morphology, and is an attractive bioresource. Here, we report a novel strategy to modify plant cell wall property by small molecules. Lasalocid sodium (LS) was isolated by chemical screening to identify molecules that affect the cell morphology of tobacco BY-2 cells. LS treatment led to an increase in cell wall thickness, whilst the quantity and sugar composition of the cell wall remained unchanged in BY-2 cells. The chemical also disordered the cellular arrangement of hypocotyls of *Arabidopsis* plants, resulting in a decrease in hypocotyl length. LS treatment enhanced enzymatic saccharification efficiency in both BY-2 cells and *Arabidopsis* plants. Microarray analysis on *Arabidopsis* showed that exposure to LS upregulated type III peroxidase genes, of which some are involved in lignin biogenesis, and jasmonic acid response genes, and phloroglucinol staining supported the activation of lignification by the LS treatment. As jasmonic acid-mediated lignification is a typical reaction to cell wall damage, it is possible that LS induces cell wall loosening, which can trigger cell wall damage response. Thus, LS is a unique chemical for modification of cell wall and morphology through changes in cell wall architecture.

Recent environmental issues have increased demand for bioresources as stable and sustainable industrial materials. Plant biomass is one of the most abundant land bioresources, the majority of which is accumulated as biopolymers, such as cellulose, hemicellulose and lignin, found in plant cell walls. Cellulose and hemicellulose polysaccharides have been identified as sugar resources for biofuels and other biomaterials^1^ and hence the plant cell wall is an important determinant not only for plant morphology through regulation of cell shape, but also for utilization of plant biomass through degradation to obtain sugar resources.

In order to increase total sugar yield from plant biomass, much effort has been made to improve both biosynthesis and decomposition of plant biomass^2^. Genetic modification has been widely tested as a method to alter biosynthesis of plant biomass^3^,^4^. One important target is lignin biosynthesis, because lignin content is generally negatively correlated with the degradation efficiency of plant biomass^5^. Recently the alteration of lignin content and/or its composition without negative effects on plant growth has been established, and it has been shown that such modification effectively increases enzymatic saccharification efficiency^6^. This result indicates that artificial design based on knowledge of gene function is a feasible strategy for modification of plant biomass. However, genetic manipulation requires adequate molecular information of target genes and established biotechnological methods, such as transformation technology, to modify target genes. These requirements make it difficult to apply genetic modification to non-model plants.

To overcome these problems, a promising solution is a chemical biological approach^7^,^8^. The screening of a chemical library is an effective way to identify novel interaction between chemicals and specific biological events and, in combination with genetics, chemical biology is now greatly contributing to understanding of plant molecular biological systems, including cell wall biosynthesis, the cytoskeleton, hormone biosynthesis and signaling, gravitropism, pathogenesis, and endomembrane trafficking^7^,^8^. Another attractive aspect of chemical biology is the possibility of exploiting the potential of identified chemicals for an application in question. Chemicals with high specificity for target molecules can be converted into useful tools to control particular biological events. All these aspects suggest that the chemical biological approach is a fruitful strategy with which to modify properties of plant cell walls without need for genetic modification and that in the future it can be applied to non-model industrial plants.

It has been reported that chemical screening to target plant cell morphology can be effective to isolate chemicals affecting plant cell wall biogenesis^9^,^10^,^11^. Here, we report the identification of novel small molecules with activity that changes the properties of plant cell walls. Through chemical screening using BY-2 suspension culture cells, we successfully identify lasalocid sodium (LS), also known as X537A, which is a carboxylic acid ionophore^12^,^13^, as a strong effector of change to the enzymatic saccharification efficiency of plant cell walls. This chemical probably affected the shape of the cell through regulation of cell wall loosening, which may be partly explained by up-regulation of peroxidase activity. Additionally, transcriptome analysis and cell wall analysis suggest that LS-induced abnormal cell wall loosening can trigger cell wall damage response in plants. Taken together, our results demonstrate great potential of the chemical biological approach to further cell wall engineering.

## Results

### Isolation of lasalocid sodium (LS) as a chemical affecting cell wall properties

To identify novel small molecules that affect properties of the plant cell wall, we screened the chemical library LATCA (Library of AcTive Compounds in Arabidopsis), which consists of 4,086 compounds that have bioactivity in *Arabidopsis* (http://cutlerlab.blogspot.jp/2008/05/latca.html). Chemical compounds from the LATCA library were added at a final concentration of 250 nM to a liquid culture of tobacco BY-2 suspension cells in 96-well plates one day after subculture. After a 2-day incubation, microscopic images of the chemical-treated BY-2 cells were obtained using a custom fluorescent microscope for a multiple well plate to select compounds that altered cell morphology (primary screening). As a result, we obtained 22 candidates (ex. Supplementary Fig. 1). We used calcofluor white, a specific dye that stains β-glucan that is present in cellulose, the main component of the cell wall, to observe the walls of BY-2 cells treated with candidate chemicals. This constituted the secondary screening (Supplementary Fig. 2A). Intensity profiles obtained from fluorescent images generated by confocal laser scanning microscopy revealed that 7 compounds strongly affected the calcofluor signal (Supplementary Fig. 2B), suggesting that these were candidates with potential to alter the cell wall. Of them, LS (Fig. 1A) showed activity that increased intensity of the calcofluor signal in a dose-dependent manner (Fig. 1B). LS is a carboxylic acid ionophore that binds divalent and monovalent cations, and is used as an antibacterial and an anti-coccidial agent^12^,^13^. However, how it affects plant cell walls is still unknown and therefore we carried out the following experiments to determine its action.

### LS changed cell wall thickness without obvious alteration to wall quantity and sugar composition

To investigate the effect of LS on cell wall structure, we observed BY-2 cell walls by transmission electron microscopy after LS treatment (Fig. 2A). Cell wall thickness increased in a dose-dependent manner, consistent with observations obtained from the confocal microscope. Thickness when treated with 1.0 μM LS was approximately twice that of non-treated cells (Fig. 2B). Solid-state NMR analysis showed that LS treatment hardly changed the cellulose crystallinity of the cell wall (Supplementary Fig. 3). This result indicated that change in wall thickness was not related to cellulose crystallinity.

Next, we checked the quantity of the cell wall and its cellulose, hemicellulose and pectin content with and without LS treatment. No significant differences were found in the amount of cell wall fraction or in the contents of each cell wall component between these samples (Fig. 2C and Supplementary Table 1). Analysis of the sugar composition of the matrix polysaccharide fraction also showed that the amounts of sugars in the LS treated samples were comparable to the non-treated samples (Table 1). Therefore, increase in cell wall thickness by LS does not result from changes in the amount or the chemical composition of the cell wall.

### LS increased saccharification efficiency

To further analyze the effect of LS on properties of the cell wall, we investigated enzymatic saccharification efficiency of the cell wall material. Preparations from BY-2 cells with and without chemical treatment were subjected to enzymatic saccharification analysis. Results showed that LS-treated samples released approximately 1.2 times as much glucose as non-treated samples (Fig. 3). This increase was found from early stages of incubation with the enzymes. Taken together with observations that LS affected neither cellulose crystallinity nor compositional properties of the cell wall (Fig. 2C and Supplementary Fig. 3 and Table 1), the increase in enzymatic saccharification efficiency by the treatment is caused by changes in structural properties of cell wall components other than cellulose crystallinity.

### Effects of LS treatment on *Arabidopsis* seedlings

To investigate effects of LS on plant growth, *Arabidopsis thaliana* seeds were germinated and grown continuously on MS agar medium containing 0, 0.1, 0.5, 1.0 or 5.0 μM of LS under dark conditions. Germination was severely inhibited by 5.0 μM, and elongation of hypocotyls was affected on medium containing 0.5 and 1.0 μM (upper panels in Fig. 4A,B). Abnormal-shaped cells and reduced cell length were observed in hypocotyls grown in the presence of 0.5 and 1.0 μM LS, (lower panels in Fig. 4A,C), suggesting that inhibition of hypocotyl elongation is mainly attributed to abnormal cell elongation and reduction of cell length. Moreover, we found that LS induced opening of cotyledons even in the dark, when cotyledons generally remain closed (Fig. 4A). We further checked enzymatic saccharification efficiency of *Arabidopsis* samples treated with or without LS. As with the BY-2 cells, chemical-treated samples showed higher amounts of released glucose compared with non-treated samples (approximately 1.3 times) from early stages of incubation with the enzymes (Fig. 4D). These results indicated that LS treatment can change cell wall properties not only in culture cells but also in plants.

After the result of increased enzymatic saccharification efficiency, we tested the possibility that LS can affect cell wall structures. Monosaccharide composition analysis on the cell wall matrix polysaccharide derived from LS-treated *Arabidopsis* seedlings revealed that LS treatment significantly increased the content of glucose, mainly derived from amorphous cellulose and hemicelluosic xyloglucan (Table 2, TFA-soluble fraction). Because xylose content was not affected by LS treatment (Table 2, TFA-soluble fraction), the glucose increase would be attributed to changes in amorphous cellulosic portion. In addition, in TFA-solubilized fraction of LS-treated samples, the uronic acids were decreased and the glucuronic acid levels were increased, suggesting altered pectic structures in LS-treated sample (Fig. 4E and Table 2, TFA-solubilized fraction). Glucuronic acids are known to be involved in rhamnogalacturonan II (RG-II) region of pectin^14^, thus we checked the effects of boron application in combination with LS on primary root length. Boron is an important element which crosslinks RG-II structures for dimerization to stabilize cell wall structures^14^, and excess amounts of boron would give a negative effect on root growth^15^. We measured primary root lengths of *Arabidopsis* plants grown on media containing boric acids, LS or both (Supplementary Fig. 4). The results showed that LS treatment did not affect the effects of boric acid application on root length (Supplementary Fig. 4), suggesting that boron-mediated dimerization of RG-II was not affected by LS treatment. In accordance with these observations, the ^11^B solid-state NMR spectra of whole BY-2 cells treated with or without LS exhibited identical symmetric peaks (Supplementary Fig. 5), indicating that LS did not influence the RG-II-borate tetrahedral complex. Taken together, LS treatment could affect properties of matrix polysaccharide, such as amorphous cellulose and pectic component other than RG-II structures.

### LS induced cell wall damage response in *Arabidopsis* plants

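Lasalocid sodium (LS) is a polyether ionophore, a small molecule that carries cations across membranes. Gene expression was measured in whole Arabidopsis (Col-0) seedlings that were 3 days old at the start of treatment and were kept in the dark for 24 h in liquid medium with 1 μM LS or without it. The 1-colour Agilent arrays covered 3 control samples and 3 LS-treated samples, so the precision of every value below is limited by 3 arrays per group. The scanner output holds 43803 spots per array besides the control spots, and the authors' image software subtracted the background and gave a processed signal for each spot. The 75th percentile of this signal was 1447, 1404 and 1067 on control arrays 1 to 3 and 1309, 1500 and 2123 on LS arrays 1 to 3. Between 72.6% and 77.0% of the spots were well above background on each array, and no spot was saturated. The control arrays and LS array 1 shared one slide, and LS arrays 2 and 3 were on another. Within the control group, the median absolute difference between arrays was 0.16 to 0.23 on the log2 scale, and within the LS group it was 0.24 to 0.37. The processed signal was taken as log2 and each array's 75th percentile was subtracted. Spots marked as outliers were set missing, spots of one probe were averaged, and a probe was tested when it was well above background on every array of at least 1 group. This left 32352 of 43603 probes, which name 21821 loci. The groups were compared with limma, and a probe was called when the Benjamini-Hochberg adjusted p was under 0.05 and the fold change at least 1.5. Choices that could change the numbers include the test, the adjustment for multiple tests, the filter on dim probes, the scaling between arrays, a block for the slide and which replicates enter.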

To examine the effects of LS on gene expression, we performed microarray analysis using 3-day-old dark-grown *Arabidopsis* seedlings treated with or without the chemical for 24 hours. 

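With limma and Benjamini-Hochberg adjustment, 840 probes were called higher and 792 lower in LS-treated seedlings. With 1 probe per gene, the brightest, these were 694 genes higher and 478 lower of 21821. On each called probe the 3 LS arrays lay all above or all below the 3 control arrays, which also held for 33.7% of all tested probes, where chance gives 10%. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1. The methods' t-test on the same log2 values, at an unadjusted p under 0.05 and a fold change of at least 1.5, called 1517 probes higher and 1632 lower, and after Benjamini-Hochberg adjustment 1 higher and 0 lower. Some settings fixed before the data were examined kept all 6 arrays and the test. Among these, the slide as a block lowered the limma counts most, and it leaves 1 LS array to compare with the controls. Limma without adjustment raised the counts most, to 2531 probes higher and 3295 lower. Without control replicate 2 the counts were 48 and 20. With arrays scaled on their spike-in controls, a setting chosen after the data were seen, 92.0% of the called probes were higher, against 51.5%. LS array 3 stood apart in this scaling. Its spike-in controls lay 0.87 above its 75th percentile on the log2 scale, against 1.91 to 2.58 on the other arrays. The share therefore may lean on 1 array and was not computed without it.

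The genes of the 5 probes with the largest rise among those well above background on all 6 arrays were EXPA17 (AT4G01630), AT5G60520, GRI (AT1G53130), NAC103 (AT5G64060) and sks16 (AT2G23630). EXPA17, an expansin, was at -4.72 ± 1.95 (SD, n = 3) in the control group and -0.19 ± 0.18 (SD, n = 3) in the LS group, on the log2 scale relative to the array's 75th percentile. Its log2 fold change was 4.52 (standard error 0.84, adjusted p = 0.0332 from limma). NAC103 rose from -4.98 ± 0.44 to -1.63 ± 0.33 (SD, n = 3 each), a log2 fold change of 3.35 with a standard error of 0.27 and an adjusted p of 0.00452 from limma. The log2 fold changes of AT5G60520, GRI and sks16 were 3.88, 3.39 and 3.24. AT5G60520 was at -0.91, -1.46 and -4.18 on control arrays 1 to 3, and EXPA17 at -3.76, -3.42 and -6.96. The size of both rises therefore leans on control array 3. Over 22 alternatives the log2 fold change ran from 2.88 to 4.51 for AT5G60520 and from 3.27 to 5.17 for EXPA17. The largest falls were those of AT3G03670, with a log2 fold change of -3.66 (standard error 0.25, adjusted p = 0.0034 from limma), LCR35 (AT2G22121) with -3.11, AT3G11110 with -3.02, LHB1B1 (AT2G34430) with -2.68 and the transcript BP660593 with -2.61. LHB1B1 has another, brighter probe, which had a log2 fold change of -0.59 and was not called. EXPA17, AT5G60520, AT3G11110, LCR35 and sks16 were no longer called under at least 7 of 22 alternatives each, and their direction held under all 22.

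**Figure D1:**
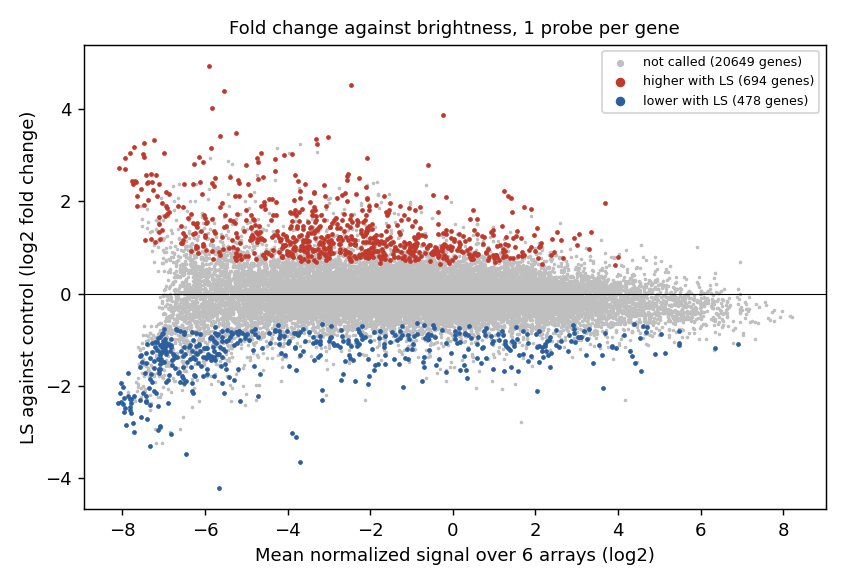
Log2 fold change (LS against control, vertical axis) against the mean normalized log2 signal over 6 arrays (horizontal axis) for 21821 genes, 1 probe each, with the 694 genes called higher in red, the 478 called lower in blue and the others in grey. The points at the left edge are dim, and where a gene is not well above background in one group its fitted fold change is no bound.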

The results showed that 1,430 and 1,526 transcripts were significantly increased and decreased, respectively, by LS treatment (threshold value of fold change is 1.5 and p < 0.05). Gene ontology analysis showed that up-regulated genes were enriched in extracellular, membrane-related and cell wall-related components in “Cellular Component” categories and that genes annotated with enzymatic activities and transporter activity were enriched in the “Molecular Component” categories (Supplementary Fig. 6). 

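Gene Ontology terms were not used here, so the step could not be repeated, and words in the gene names of the TAIR10.1 reference were counted in place of terms. The word classes were chosen after the files had been seen and before their counts were computed. Of the 21821 genes tested, 7731 have a descriptive name in the reference, and 256 of these were called higher, or 3.31%. Of 399 genes with a name that holds transporter, channel, carrier or a similar word, 33 were called higher, or 8.27%, with an odds ratio of 2.87 and an adjusted p of 4.38e-06 (one-sided Fisher's exact test, Benjamini-Hochberg over 5 classes). Of 198 genes with a cell wall word, 20 were called higher, or 10.1%, with an odds ratio of 3.47 and an adjusted p of 1.99e-05. Of 2717 genes whose name holds an enzyme word, 107 were called higher, with an odds ratio of 1.34 and an adjusted p of 0.0244. Neither the 144 genes with a membrane word, of which 2 were called higher, nor the 53 genes with an extracellular word, of which 0 were, held more called genes than the background (adjusted p = 1.00 for both). The odds ratio of the transporter class fell below 1 with each control replicate or LS replicate 1 left out, between 0 and 0.93, with the slide as a block, where it was 0, and without a filter on dim probes. That of the cell wall class was 3.41 without a filter on dim probes, with an adjusted p of 0.185, and it was also no longer past the threshold without control replicate 1 or 3. The enzyme class was not past it with any 1 replicate left out.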

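For the class III peroxidases, a list of 73 loci was written before the data were examined, and by rule only the 14 loci that the reference names as peroxidases entered the test. Of these, 13 were tested and 5 were called higher and 0 lower, against 3.18% of all genes called higher (odds ratio 19.1, adjusted p = 6.68e-05 over the 4 lists, one-sided Fisher's exact test). Adjusted over the list alone, the count was also 5. As a set, the 13 genes had a median log2 fold change of 0.44 (camera adjusted p = 0.00324), with 9 of 13 above 0. The call as a set held under fry (adjusted p = 0.0149) and not with an inter-gene correlation estimated from the data (adjusted p = 0.172). The count was 0 without control replicate 2 and without control replicate 3. With the slide as a block, which leaves 1 LS array to compare, the median log2 fold change of the 13 genes was 0.84. PA2 (AT5G06720), also called PRX53, rose from -4.71 ± 0.65 to -2.97 ± 0.10 (SD, n = 3 each), a log2 fold change of 1.74 with a standard error of 0.31 and an adjusted p of 0.0311 from limma. PRXCA (AT3G49110) had a log2 fold change of 1.51 (standard error 0.23, adjusted p = 0.0261 from limma), and Prx37 (AT4G08770) had 1.39 (standard error 0.25, adjusted p = 0.0316 from limma). AtPRX71 (AT5G64120), which was bright on all 6 arrays, was not called, at 4.18 ± 0.16 in the control group and 4.05 ± 0.25 in the LS group (SD, n = 3 each, log2 fold change -0.13, adjusted p = 0.694 from limma), and the sign of this change depends on the scaling.

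Over all 73 loci, a count chosen after the data were seen, 64 were tested and 16 were called higher and 1 lower. Adjusted over the list alone, 27 were higher and 2 lower. The median log2 fold change was 0.45, with 47 of 64 loci above 0, and camera gave an adjusted p of 5.40e-07. With each replicate left out in turn, between 2 and 10 loci were called higher. AT1G77100 was not well above background on any control array and was at least 1.64-fold higher in the LS group, the LS mean against the lowest signal of probes well above background on each control array. AT3G03670 was the locus of the list that was called lower. These counts are of the brightest probe of each locus, and for AT4G11290, named after its values were seen, another probe was called higher with 1.16.

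**Figure D2:**
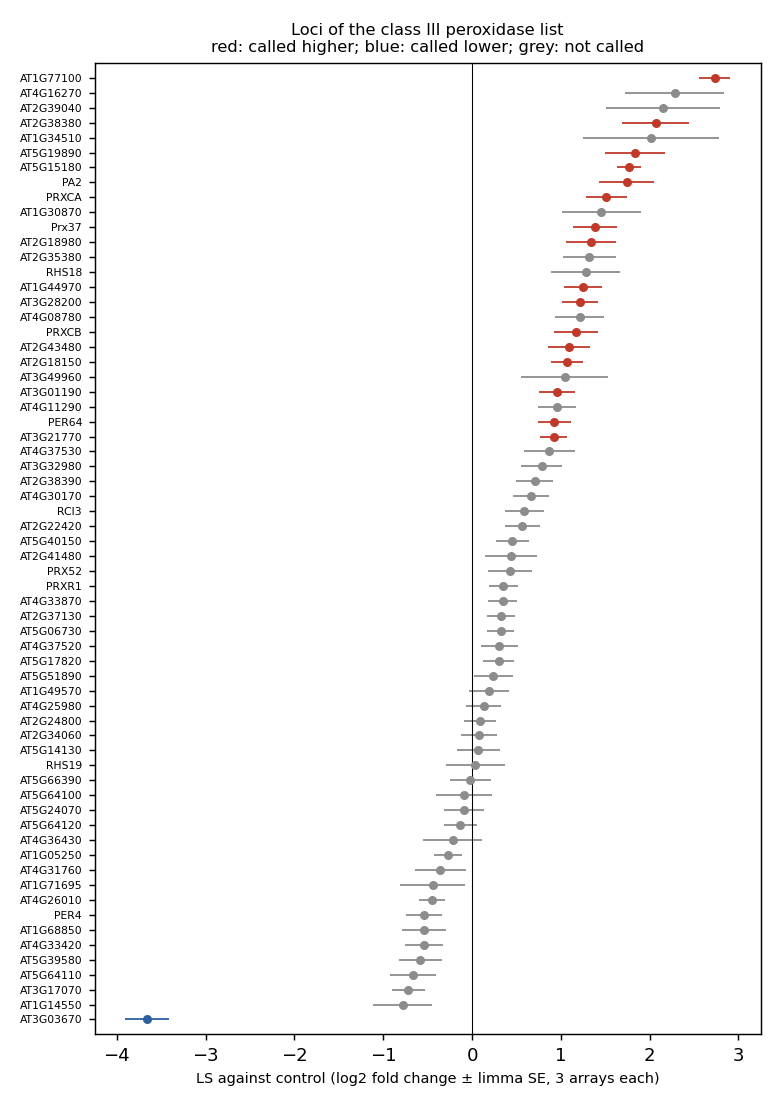
Log2 fold change (LS against control, horizontal axis) with the standard error from limma for the 64 tested loci of the peroxidase list, by symbol or by locus where the reference gives no symbol, with 16 called higher in red and 1 called lower in blue. Values run from -3.66 to 2.73, and the value of AT1G77100 is no bound.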

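A list of 47 jasmonic acid (JA) genes of biosynthesis, turnover, signaling and response was written before the data were examined, and 44 were tested. Of these, 9 were called higher and 2 lower (odds ratio 7.92, adjusted p = 3.31e-05, one-sided Fisher's exact test), and adjusted over the list alone 11 were higher and 2 lower. The median log2 fold change was 0.12, with 26 of 44 genes above 0 (camera adjusted p = 0.012, fry adjusted p = 0.0135, and 0.172 with the correlation estimated from the data). In a test chosen after the data were seen, this median lay at percentile 98.08 of 10000 lists of random genes matched on brightness. Over 20 alternatives the median ran from 0.05 to 0.73, and with each replicate left out from 0.09 to 0.20. LOX2 (AT3G45140), a lipoxygenase of JA biosynthesis, was not well above background on any control array and was at least 15.1-fold higher in the LS group. CYP94C1 (AT2G27690), which turns over active JA, rose from -1.74 ± 0.37 to 0.14 ± 0.10 (SD, n = 3 each), a log2 fold change of 1.88 with an adjusted p of 0.0145 from limma. AOC3 (AT3G25780), an allene oxide cyclase, rose by 1.69 on the log2 scale (standard error 0.20, adjusted p = 0.0156 from limma). The falls were those of CYP94B1 (AT5G63450), with a log2 fold change of -0.84 (standard error 0.17, adjusted p = 0.0381 from limma), and of THI2.1 (AT1G72260), which was not well above background on any LS array and was at least 1.46-fold lower there. Both bounds hold for the background-subtracted signal. After the normexp correction, a setting chosen after the data were seen that adds an offset of 50 to the signal, the log2 fold change of LOX2 was 1.43 and that of THI2.1, then not called, was -0.42. The probes of a gene could disagree. For CORI3, named after its values were seen, the brightest probe had a log2 fold change of 0.33 and was not called, and 2 of 3 probes were called higher, up to 3.22. The probe of LOX3 that was called had 1.16, and its other probe had -0.01. The count of JA genes called higher was 0 without control replicate 2. With the slide as a block, which leaves 1 LS array to compare, the median log2 fold change of the list was 0.18.

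**Figure D3:**
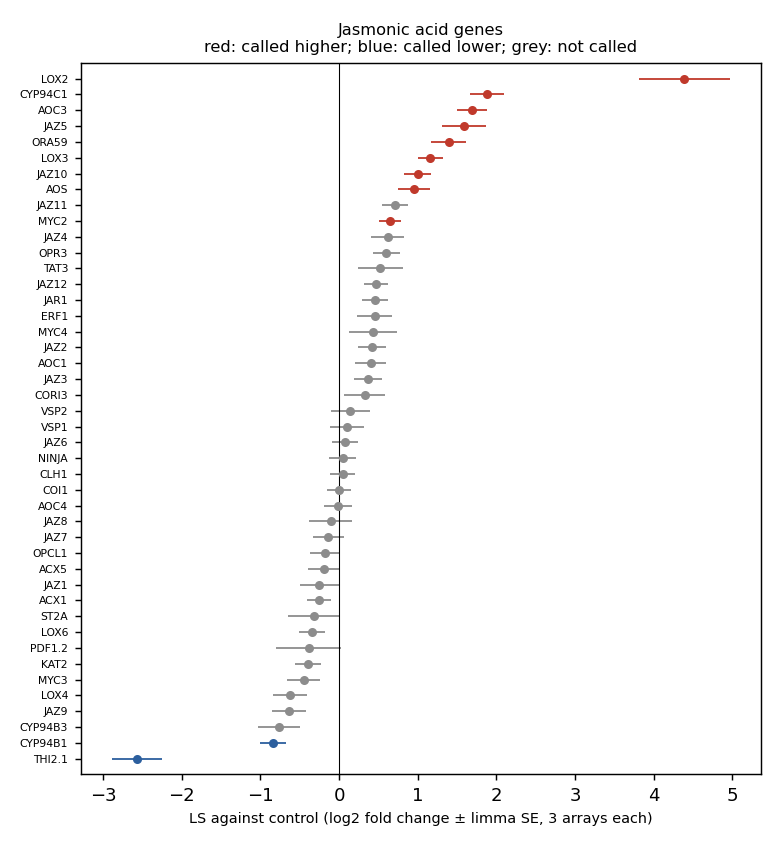
Log2 fold change (LS against control, horizontal axis) with the standard error from limma for 44 jasmonic acid genes, 1 probe per gene, with 9 called higher in red and 2 called lower in blue. Values run from -2.57 to 4.38, and those of LOX2 and THI2.1 are no bounds.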

The most remarkable finding from these enrichment analyses is that, of the transcripts that were increased, 23 encode class III secretable peroxidase family proteins, a part of which are presumed to function in lignification^16^,^17^,^18^, and 27 encode jasmonic acid (JA)-related proteins including JA biosynthetic enzymes and JA-mediated signaling proteins (Supplementary Tables 2 and 3). Besides, some transcripts for lignin biosynthesis-related genes were also increased by LS treatment (Supplementary Table 4). 

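A list of 22 phenylpropanoid, monolignol and laccase genes was written before the data were examined, and all 22 were tested. Of these, 4 were called higher and 0 lower (odds ratio 6.80, adjusted p = 0.00627, one-sided Fisher's exact test), and 8 were higher when adjusted over the list alone. The median log2 fold change was 0.53, with 17 of 22 genes above 0 (camera adjusted p = 5.56e-05, fry adjusted p = 0.0135, and 0.172 with the correlation estimated from the data). 4CL5 (AT3G21230), a 4-coumarate-CoA ligase, rose from -3.42 ± 0.38 to -1.26 ± 0.23 (SD, n = 3 each), a log2 fold change of 2.16 with an adjusted p of 0.012 from limma. 4CL2 (AT3G21240) had a log2 fold change of 1.23 (standard error 0.21, adjusted p = 0.03 from limma). CAD4 (AT3G19450), a cinnamyl alcohol dehydrogenase, had 0.89 (standard error 0.18, adjusted p = 0.0413 from limma), and another of its 3 probes had 0.35. The fourth was COMT1 (AT5G54160). The number called was 0 without control replicate 2. With the slide as a block, which leaves 1 LS array to compare, the median log2 fold change of the list was 0.62.

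**Figure D4:**
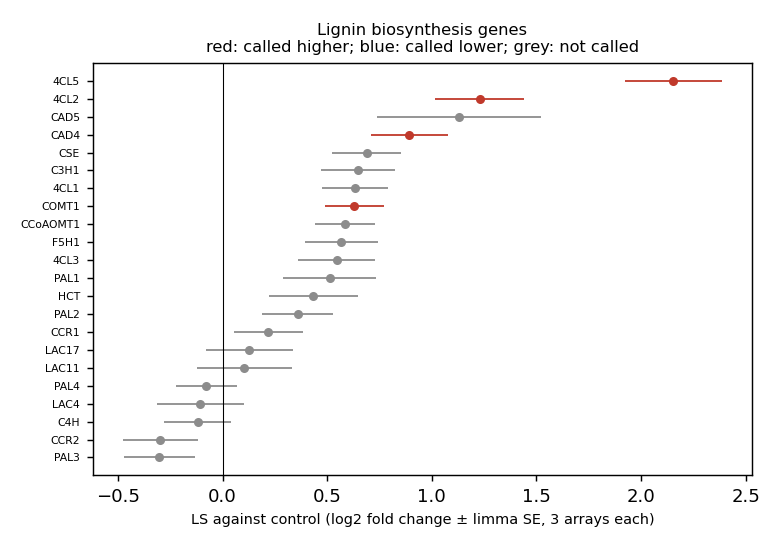
Log2 fold change (LS against control, horizontal axis) with the standard error from limma for 22 lignin biosynthesis genes, 1 probe per gene, with 4 called higher in red. Values run from -0.30 to 2.16.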

Previous works have suggested that reactive oxygen species (ROS) production and JA signaling are important cross-talk modules to regulate cell wall damage-induced lignin biosynthesis^19^,^20^. Thus, it was possible that LS triggers cell wall damage response in plants.

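A list of 15 NADPH oxidase, wall receptor kinase and damage-response genes was written before the data were examined, and 14 were tested. Of these, 2 were called higher and 0 lower (odds ratio 5.09, adjusted p = 0.0714, one-sided Fisher's exact test), and adjusted over the list alone 2 were higher and 2 lower. As a set no difference from the other genes was detected (camera adjusted p = 0.627), with a median log2 fold change of -0.12 and 7 of 14 genes above 0, and the median was 0.49 with arrays scaled on their spike-in controls. WAK1 (AT1G21250), a wall-associated kinase, had a log2 fold change of 1.64 (standard error 0.26, adjusted p = 0.0262 from limma) and was well above background on 2 of 3 control arrays. PGIP2 (AT5G06870), a polygalacturonase inhibitor, rose from -3.05 ± 0.02 to -1.57 ± 0.45 (SD, n = 3 each), a log2 fold change of 1.48 with an adjusted p of 0.0262 from limma. The 2 genes lower over the list alone were PGIP1, with -0.88, and CYP81F2, with -0.70, both named after their values were seen. Neither was called when adjusted over all probes. PGIP1 was much brighter than PGIP2, at 5.09 in the control group and 4.21 in the LS group. After the normexp correction, chosen after the data were seen, WAK1 had a log2 fold change of 0.35 and was not called. That of PGIP2, still called, was 0.95. No gene of this list was called without a filter on dim probes or with any control replicate left out. From the rise of peroxidase, JA and lignin biosynthesis transcripts, the paper proposes that LS triggers a cell wall damage response. It also draws on earlier work that links reactive oxygen species and JA signaling to lignin made after such damage. Further evidence that it gives is staining for peroxidase activity in suspension cells and for lignin in plants, described next.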

To check if high levels of peroxidase gene expression induced by LS are associated with increased peroxidase activity, mm2d *Arabidopsis* suspension cells were incubated with different concentrations of 0, 0.1, 0.5, 1.0 and 5.0 μM LS for 24 h, and then subjected to diaminobenzidine (DAB) staining analysis. The results showed that DAB staining signal increased as concentration of LS increased, indicating that the chemical activates peroxidase activity through up-regulation of peroxidase gene expression and releases ROS (Fig. 5A). Next, we checked whether LS treatment induced lignin accumulation by staining with phloroglucinol-HCl, which dyes lignin-containing tissues a red-violet color. We observed that phloroglucinol staining was more apparent in vascular tissues of plants grown on medium containing 1 μM LS compared with control plants (Fig. 5B). These facts show that LS increases peroxidase activity by up-regulation of class III peroxidase genes in plant cells, and that the increased peroxidase activity would increase lignification activity.

## Discussion

In this article, LS was isolated as a novel chemical that affected cell wall properties in plants. In BY-2 cells, LS treatment increased the thickness of the cell wall, but it had little effect on the sugar composition of the wall (Fig. 2, Supplementary Figs 3 and 4C, and Table 1), suggesting that LS induced the loosing of cell wall structure. LS-treated *Arabidopsis* showed changes in a part of cell wall architectural factors, e.g. increased amorphous cellulose and/or altered pectic components (Fig. 4E, Table 2), possibly related to cell wall expansion. Thus, it is supposed that in BY-2 cells calcofluor can enter through walls of cells treated with LS more readily than those of untreated ones, resulting in the higher calcofluor signals observed (Fig. 1). Similarly, high enzymatic saccharification efficiency in LS-treated BY-2 (Fig. 3) and *Arabidopsis* (Fig. 4) could be explained by increased accessibilities of enzymes after the loosing of cell walls.

LS induced abnormal cell morphology in *Arabidopsis* resulted in short hypocotyl length as well as early opening of cotyledons, when grown in the dark (Fig. 4). Cell morphology is determined by a balance between strength of the cell wall and turgor pressure, and looseness of the cell wall is an important regulator of cell elongation^21^. It is possible that LS disrupts this regulation, inducing abnormal cell morphology and inhibition of cell elongation. LS is a well-known ionophore and antibacterial agent^12^,^13^. One hypothesis is that LS also acts as an ionophore in plant cells and disturbs the concentration gradient of cations, e.g. calcium ions, between membranes. Disturbance of this gradient can trigger cellular responses associated with gene expression alteration^22^,^23^,^24^. The difference of effects on the wall sugar composition between LS-treated BY-2 cells and *Arabidopsis* (Fig. 4E, Tables 1 and 2) suggested that the first common response to LS at a cellular level is the loosing of cell wall structures, without alteration of cell wall monosaccharide composition. The alteration of matrix polysaccharides in *Arabidopsis* (Table 2) could occur as a result of the subsequent response at a tissue level. Calcium ions are known to mediate dimerization of homopolygalacturonan chains that are important for strength of the pectin^25^,^26^, thus this would account for the change in plant morphology together with the alteration in cell wall properties.

The microarray analysis revealed that class III peroxidase and JA-related genes are up-regulated by LS, leading to increased peroxidase activity (Fig. 5A and Supplementary Table 2). It is known that peroxidases have regulatory roles in plant cell elongation through regulation of the accumulation of reactive oxygen species (ROS) and the release of radicals^27^,^28^,^29^, thus treatment of LS can influence ROS production in plant cells (Fig. 5A). Recently, increases of ROS and/or JA production have been widely reported in *Arabidopsis* plants with cell wall damages^19^,^20^,^30^,^31^. Raggi *et al*.^31^ showed that growth defects in *qua2-1* mutant, in which a putative pectin methyltransferase is defective and levels of deesterified homogalacturonan were reduced^32^, can be partially explained with ROS accumulation by overexpression of *AtPRX71* encoding class III peroxidase^31^. Thus, based on the discussion above, we speculate that LS treatment would trigger cell wall damage response including ROS and JA production, resulting in lignin accumulation in plants (Fig. 5). Denness *et al*.^19^ showed that ROS production by cell wall damage requires calcium-dependent processes, because inhibitors of calcium signaling inhibited both ROS production and cell wall damage-induced lignin deposition^19^. It is possible that LS-induced imbalance of calcium ions between plasma membrane can be one of the direct initiators of early cell wall damage response, such as ROS and JA production. In addition, accumulation of ROS by upregulated peroxidases can inhibit cell expansion, as reported previously^27^,^28^,^29^, possible leading to abnormal cell morphology and inhibition of seedling growth (Figs 1 and 4).

Taken together, it is supposed that LS is a unique chemical to alter plant cell morphology through changes in cell wall architecture. Our data demonstrated that the changes in cell wall by LS treatment increased the enzymatic saccharification efficiency of plant cell wall materials (Figs 3 and 4C), suggesting an application potency of LS not only for the investigation of cell wall damage responses triggered by the imbalance of cations, but also for novel strategy of biomass usage. Further detailed analysis of the cell wall after LS treatment will clarify the molecular action of LS on the plant cell wall.

## Methods

### Plant materials and culture conditions

Tobacco BY-2 (*Nicotiana tabacum* L. cv. Bright Yellow 2) and *Arabidopsis* mm2d suspension culture cells were subcultured weekly with a 95-fold dilution and 45-fold dilution, respectively, in modified Linsmaier and Skoog medium as previously described^33^. The BY-2 and mm2d cell suspensions were agitated on a rotary shaker at 130 rpm at 27 °C and 22 °C, respectively, in the dark.

Seedlings of *Arabidopsis thaliana* ecotype Col-0 (Fig. 4A–C) were aseptically grown at 22 °C under dark conditions for 8 days on agar medium containing Murashige and Skoog (MS) salt mixture (Wako Pure Chemical Industries, Ltd, Osaka, Japan), Gamborg’s vitamin mixture (Sigma Chemical Co., St Lois, MO, US) and 0.8% (w/v) agar.

### Chemical screening

The LATCA chemical library comprised of 4086 compounds was provided by Dr. Sean Cutler (UC Riverside, USA). At 2 days after subculture, 60 μl of BY-2 cells were dispensed into 96-well plates and mixed with each chemical, pre-dissolved in dimethyl sulfoxide (DMSO), at a final concentration of 250 nM. The plates were incubated at 27 °C in the dark for 2 days. For observation, plates were placed onto the inverted platform of a fluorescence microscope (IX81, Olympus Co. Ltd, Tokyo, Japan) equipped with a cooled CCD camera head system (DP70, Olympus) (Supplementary Fig. 1). Images of the wells were semi-automatically acquired using LuminaVision software (Mitani-corp., Tokyo, Japan).

### LS treatment and cell wall staining of BY-2 cells

LS was dissolved in dimethyl sulfoxide to make a stock solution. It was added to the BY-2 cell culture one day after subculture at 0, 0.1, 0.25 or 1.0 μM final concentration. After a 48 h culture with the LS, BY-2 cells were stained with 0.001% (w/v) calcofluor white (BD, New Jersey, USA) for 20 min. After incubation, the samples were observed using a LSM700 confocal laser scanning microscope (Zeiss, Oberkochen, Germany).

### Electron Microscopy

For transmission electron microscopy, the samples were fixed in 2% (v/v) glutaraldehyde, which was buffered with 20 mM sodium cacodylate at pH 7.0, for 20 h at 4 °C, and washed with the same buffer for 2 h at 4 °C. Then they were post-fixed with 2% (v/v) osmium tetroxide in 20 mM cacodylate buffer for 2 h at 4 °C. The fixed samples were run through an alcohol series and embedded in Spurr’s resin. Ultra-thin sections (70 nm thick) were cut with a diamond knife on an ULTRACUT E ultra-microtome (Leica, Wien, Austria), and transferred to Formvar-coated grids. They were double-stained with 1% (v/v) uranyl acetate for 20 min and with lead citrate solution for 15 min. After washing with distilled water, the samples were observed using a JEM-1200 EX transmission electron microscope (Jeol, Tokyo, Japan).

### Biomass characterization by solid-state NMR

BY-2 cells treated with LS were washed with distilled water three times, and then lyophilized. Lyophilized cells were ground to a powder with an Automill machine (Tokken, Inc., Chiba, Japan). This powder was washed with methanol at 323 K for 10 min three times. The pellet was then washed with a CHCl_3_/MeOH mixture (1:1 = v/v) at ambient temperature for 30 min followed by three washes in acetone, and then dried. The dry powder was resuspended in 1 mL of 50 mM acetate buffer (pH = 5.2) containing 1.5 wt% of sodium dodecyl sulfate and 5 mM of metabisulfate, shaken at ambient temperature for 1 day, and then centrifuged at 20,400 g for 5 min, before the supernatant was discarded. Pellets were washed in the buffer three times and resuspended in the same buffer containing 20 units of α-amylase (from Bacillus species). The mixtures were incubated while shaking for 24 h at 343 K, and finally the supernatant was discarded. Pellets were washed first with the buffer three times followed by three washes in distilled water, and then lyophilized. Lyophilized powders underwent the following solid-state NMR analysis. All solid-state NMR spectra were recorded with an Avance-III HD 500 spectrometer (Bruker, Billerica, USA), equipped with a double-resonance 4-mm magic-angle spinning (MAS) probe essentially similar to previous reports^34^,^35^,^36^. The chemical shifts were referenced to the carbonyl group of α-glycine (δ^13^C: 176.46 ppm). Cross-polarization magic-angle spinning (CP-MAS) was measured with a relaxation delay of 5 s, and contact times of 2.0 ms under a 12 kHz MAS frequency. For ^11^B solid-state NMR analysis, BY-2 cells treated with or without LS were washed with distilled water, and then lyophilized. ^11^B solid-state NMR spectra were recorded using whole lyophilized cells including cell wall material, proteins, and lipid. ^11^B solid-state NMR spectra were recorded by the Hahn-echo method with a recycling delay of 2 s and a MAS frequency of 10 kHz. The chemical shifts were referenced to saturated boric acid solution (δ^11^B: 0 ppm).

### Cell wall preparation, sugar content determination and glycosyl composition analysis

Cell wall material preparation, the determination of carbohydrate content in matrix polysaccharides and cellulose, and glycosyl composition analysis were performed by the method described previously^37^. Briefly, approximately 5 g of BY-2 cells and *Arabidopsis* seedlings treated with or without LS for 48 h were collected and frozen in liquid nitrogen. The samples were sonicated in 0.5 M potassium-phosphate buffer (pH7.0). After washing, the cell wall material was extracted first with chloroform/methanol (1:1, v/v), and then with phenol/acetic acid/water (2:1:1, v/v/v). The starch was hydrolyzed with α-amylase, and finally the cell wall materials were freeze-dried. To obtain the matrix polysaccharide fraction, the cell wall material was hydrolyzed with 2 M TFA. The TFA-insoluble material was hydrolyzed with H_2_SO_4_ to yield the cellulose fraction. The amount of total sugar and uronic acid in each fraction was determined by the phenol–sulfuric acid method and the *m*-hydroxybiphenyl assay respectively. The glycosyl composition of the matrix polysaccharide fraction was examined by gas–liquid chromatography; the obtained fraction was converted to the trimethylsilyl ether of the corresponding methylglycoside and analyzed on a DB-1 column (0.25 mm × 30 m: J & W Scientific Co., Folsom, CA, USA). For the detailed experimental conditions, please see Goué *et al*.^37^.

### Enzymatic saccharification analysis

For *Arabidopsis* seedling, the 5-day-old seedlings were soaked into a liquid medium (MS salt mixture and 1% (w/v) sucrose, pH 5.8) with or without 1 μM LS, and then incubated at 22 °C in the dark for 2 days. After the incubation, the samples were harvested and frozen in liquid nitrogen immediately. The BY-2 cell wall materials prepared as described above and *Arabidopsis* seedlings treated with LS were ground using an Automill machine TK-AM7 (Tokken Inc.) after freeze-drying, and then washed with water three times, followed by three washes with methanol. After hydrolysis of the starch by treatment with *Aspergillus oryzae* α-amylase (SIGMA, 62-11) at 25 °C for 48 h, the samples were incubated in an enzyme solution containing 0.1 mg/ml of 5:1 mixture of cellulase from *Trichoderma reesei* ATCC 26921 (SIGAM, C2730) and cellobiase from *Aspergillus niger* (SIGMA, C6105) at 45 °C. The samples were collected at 0, 3, 6, 24 h of the incubation, and the glucose concentration was determined using ‘Glucose CII-Test’ (a kit with glucose oxidase, Wako).

### Transcriptome profiling analysis

Seeds of *Arabidopsis thaliana* ecotype Col-0 were sterilized with sodium hypochlorite solution, and incubated in water in the dark at 4 °C for 4 days. Subsequently, the seeds were sown onto germination medium comprised of MS salt mixture, Gamborg’s vitamin mixture, 1% (w/v) sucrose and 0.8% (w/v) agar (pH 5.8) followed by incubation at 22 °C in the dark for 3 days. The 3-day-old seedlings were put into a liquid medium (MS salt mixture and 1% (w/v) sucrose, pH 5.8) with or without 1 μM LS, and then incubated at 22 °C in the dark for 24 h. After the incubation, the samples were harvested and frozen in liquid nitrogen immediately. Total RNA was extracted from them using Plant RNeasy mini kits (Qiagen). Methods of labeling, hybridization on Arabidopsis V4 microarrays (Agilent) and data analysis have been described previously^38^. One microgram of the total RNA was used for the labeling reaction. Significant differences were defined by *Welch*’s t-test (P < 0.05). Array data have been submitted to the GEO database at NCBI as GSE79562.

### DAB (3,3′-Diaminobenzidine) staining

LS of each concentration was added to 1.5 ml mm2d cell culture at 3 days after subculture. After 24 h culture, cells were collected in a 1.5 ml tube, put on a bench for a few minutes and then the supernatant was removed. For staining, three drops of Simplestain DAB solution (Nichirei Biosciences) were added to the cells and mixed well by tapping.

### Phloroglucinol staining

*Arabidopsis* plants were grown for 14 days on germination medium containing 0, 0.1, and 1.0 μM LS under 16 h day/8 h night, and then dehydrated and decolorized by several changes of ethanol. Saturated phloroglucinol solution in 20% HCl was applied to the bleached plants. Stained images were obtained using an upright microscope.

### Measurement of root growth

*Arabidopsis* plants were grown for 5 days on germination medium containing half MS salt mixture, 1% sucrose and 0.8% (w/v) agar and transferred onto each growth condition under 16 h day/8 h night. Five days later, root lengths were measured.

## Additional Information

**How to cite this article**: Okubo-Kurihara, E. *et al*. Modification of plant cell wall structure accompanied by enhancement of saccharification efficiency using a chemical, lasalocid sodium. *Sci. Rep.* **6**, 34602; doi: 10.1038/srep34602 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
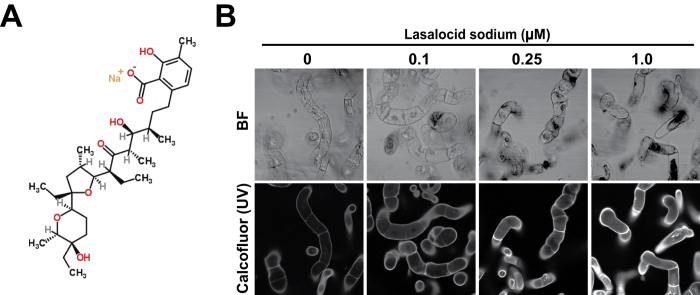
Dose-dependent effects of lasalocid sodium (LS) on morphology of tobacco BY-2 suspension cultured cells. (**A**) Molecular structure of LS. (**B**) Cell morphology of BY-2 cells after LS treatment. BY-2 cells were grown for 2 days in medium containing LS at the indicated concentrations, and then stained with calcofluor. Images were taken by confocal laser scanning microscope. BF, bright field. UV, ultra-violet.

**Figure 2:**
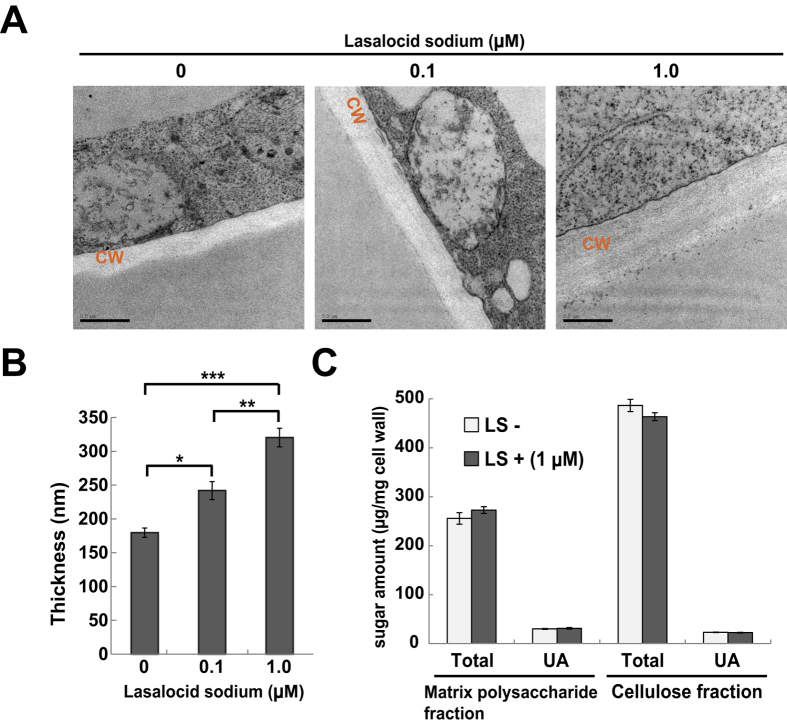
Effects of LS treatment on thickness and sugar content of cell wall. (**A**) Electron micrograph of cell walls of tobacco BY-2 cells treated with LS. Bar = 0.5 μm. CW, cell wall. (**B**) Cell wall thickness of tobacco BY-2 cells treated with LS. n = 100 per each. Asterisks indicate significant differences by Tukey-Kramer test (*p < 10^−3^, **p < 10^−4^ and ***p < 10^−11^). (**C**) Determination of sugar content in cell walls isolated from tobacco BY-2 cells treated with or without 1 μM LS. Total, total sugar. UA, uronic acid. LS, lasalocid sodium.

**Figure 3:**
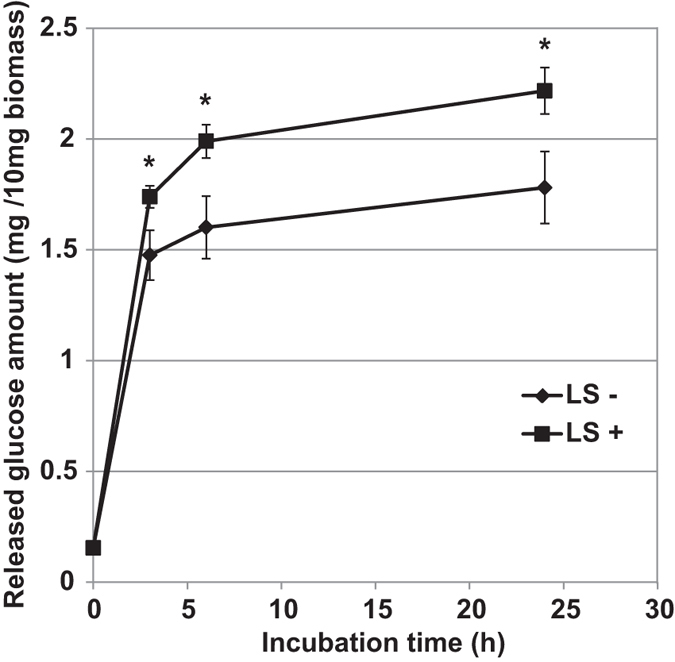
LS enhanced enzymatic saccharification efficiency of BY-2 cell walls. Isolated cell wall fractions from tobacco BY-2 cells treated with or without 1 μM LS were subjected to enzymatic saccharification analysis. Amount of glucose released during incubation in the enzyme solution containing cellulase and cellobiase is shown (n = 3). Bars indicate standard deviation. LS, lasalocid sodium. Asterisks indicate significant differences by Student’s t-test (p < 0.05).

**Figure 4:**
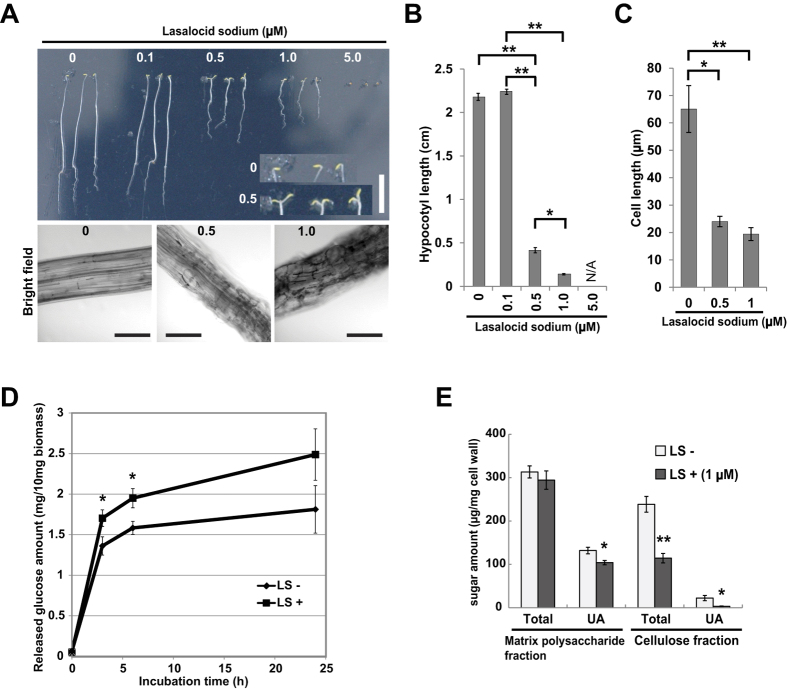
Effects of LS on growth of *Arabidopsis* seedlings. (**A**) Eight-day-old seedlings grown in medium containing LS at the indicated concentrations under dark conditions. Inset of upper panel shows close-up views of shoot apex regions of the seedlings grown in the presence of 0 and 0.5 μM LS. White bar = 1 cm. Black bars = 50 μm. (**B**) and (**C**) Hypocotyl (**B**) and cell (**C**) length of the seedlings shown in (**A**). Vertical cell lengths were measured. NA, not available. Asterisks indicate significant differences by Tukey-Kramer test (*p < 10^−7^ and **p < 10^−13^ in B, *p < 0.01 and **p < 0.001 in **C**). (**D**) LS also enhanced enzymatic saccharification efficiency of *Arabidopsis* seedlings. Isolated cell wall fractions from *Arabidopsis* seedlings treated with or without 1 μM LS were subjected to enzymatic saccharification analysis. Amount of glucose released during incubation in the enzyme solution containing cellulase and cellobiase is shown (n = 3). Bars indicate standard deviation. LS, lasalocid sodium. Asterisks indicate significant differences by Student’s t-test (p < 0.05). (**E**) Determination of sugar content in cell walls isolated from *Arabidopsis* seedlings treated with or without 1 μM LS. Total, total sugar. UA, uronic acid. LS, lasalocid sodium. Asterisks indicate significant differences by Student’s t-test (*p < 0.05 and **p < 0.01) between LS − and LS+.

**Figure 5:**
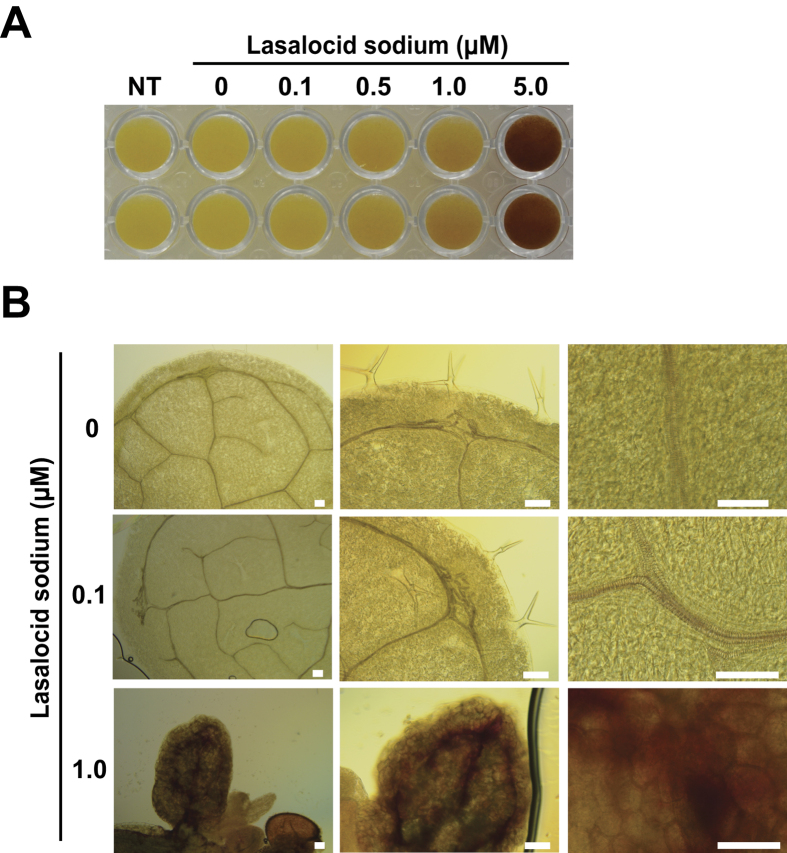
Increased peroxidase activity and lignin deposition caused by LS treatment. (**A**) DAB staining analysis of mm2d suspension cells treated with LS at the indicated concentrations. NT, no test. (**B**) Phloroglucinol staining of leaves in 14-day-old seedlings grown in medium containing LS at the indicated concentrations. Dark purple color indicates lignified tissues. Bars = 250 μm (**B**).

**Table 1:** Glycosyl composition of matrix polysaccharide in BY-2 cell wall materials.

	Sugar amount (mol%)			
	TFA-0 μM L.S.	TFA-1 μM L.S.	H2SO4-0 μM L.S.	H2SO4-1 μM L.S.
Arabinose	28.5 ± 7.8	24.8 ± 3.6	0.0	0.0
Rhamnose	5.6 ± 1.4	6.1 ± 1.1	0.0	0.0
Fucose	0.0	0.0	0.0	0.0
Xylose	15.2 ± 1.3	17.3 ± 1.6	0.0	0.0
Mannose	6.1 ± 0.9	6.3 ± 0.4	4.5 ± 0.1	4.0 ± 0.5
Galactose	22.4 ± 4.1	22.4 ± 2.6	0.5 ± 0.1	0.3 ± 0.2
Glucose	13.0 ± 3.2	14.6 ± 1.8	93.1 ± 0.3	93.0 ± 0.4
Galacturonic acid	8.2 ± 1.6	9.8 ± 1.6	1.9 ± 0.4	2.6 ± 0.2
Glucuronic acid	1.0 ± 0.7	1.6 ± 0.2	0.0	0.0

Three technical replicates were performed. L.S., Lasalocid Sodium. TFA, TFA-soluble fraction; H_2_SO_4_, Hydrolyzed TFA-insoluble fraction with H_2_SO_4_.

**Table 2:** Glycosyl composition of matrix polysaccharide in *Arabidopsis* cell wall materials.

	Sugar amount (mol%)			
	TFA-0 μM L.S.	TFA-1 μM L.S.	H2SO4-0 μM L.S.	H2SO4-1 μM L.S.
Arabinose	16.4 ± 1.6	19.3 ± 1.5	0.0	0.0
Rhamnose	8.9 ± 0.7	7.6 ± 0.7	0.0	0.0
Fucose	2.0 ± 0.3	1.6 ± 0.2	0.0	0.0
Xylose	9.7 ± 0.7	9.6 ± 1.0	0.0	0.0
Mannose	1.3 ± 0.1	1.4 ± 0.2	3.1 ± 0.4	2.8 ± 0.3
Galactose	19.2 ± 1.1	16.6 ± 0.6	0.0	0.0
Glucose	8.2 ± 0.9	12.7 ± 0.5*	96.6 ± 0.4	97.2 ± 0.3
Galacturonic acid	33.1 ± 5.3	28.5 ± 2.4	0.3 ± 0.3	0.0
Glucuronic acid	1.1 ± 0.1	2.8 ± 0.3*	0.0	0.0

Three technical replicates were performed. L.S., Lasalocid Sodium. TFA, TFA-soluble fraction; H_2_SO_4_, Hydrolyzed TFA-insoluble fraction with H_2_SO_4_.

^*^Significantly different between 0 μM and 1 μM LS treatment (Student t-test, p < 0.05).

How the deposited data were processed for this re-analysis (not part of the article)

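RNA from whole dark-grown Arabidopsis seedlings, 3 treated with 1 μM LS for 24 h and 3 controls, was measured on 6 single-colour Agilent arrays. The authors scanned the arrays and ran Agilent Feature Extraction 10.7.3.1, which subtracted a local background from each spot and wrote its processed signal, an intensity on a linear scale. The authors also deposited a table of 38614 spots in which each value is a ratio, the processed signal divided by the array's 75th percentile over those spots. Each sample was mapped by its label and the paper's methods, and 0 sample columns were left unmapped.

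From the scanner output, 1417 control spots were left out. The processed signal was taken as log2, and the 75th percentile of each array was subtracted. Spots that the software marked as not uniform or as population outliers were set missing, which touched 231 of the tested probes. Spots with one probe name were averaged, and 32352 of 43603 probes were tested because they were well above background on every array of at least 1 group. The arrays' number, 3 per group, limits the precision. The names of 21607 of the 21821 tested loci were found in the TAIR10.1 reference. The array's own design names an older annotation, so no coordinates are given, and 2723 tested probes name no locus.

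Tests were run in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), with Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. For the lists, the brightest tested probe stood for a gene. Of 231 tested genes on the lists, 78 have several probes, and for 12 of these the probes differed in whether they were called. A list was tested as a set with camera (inter-gene correlation 0.01), with a missing value filled by the mean of the group's other arrays, and the calls in it with a one-sided Fisher's exact test. Camera and Fisher p-values were adjusted over the 4 lists of the paper's claims, and camera over the 6 exploratory lists. A probe not well above background on any array of a group has a bound there, and its fold is given as at least the bright group's mean over the mean of, per array, the higher of its own signal and the lowest signal among probes well above background. The peroxidase list was reduced to the 14 of 73 loci that the reference names as peroxidases, and the 73 loci are given beside it. The genes named in the text follow a rule fixed before the data were examined, namely AtPRX71, the 5 probes with the largest rise and the 5 with the largest fall among called probes with separate groups and well above background on all 6 arrays, the 3 largest called rises and 2 largest called falls of each claim list, and the largest called change of each exploratory list. Other genes are said to be named after their values were seen, and the loci AT1G77100, AT4G11290, COMT1, LOX3 and CORI3 are among them.

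The processing was tested on simulated arrays built from the real means and spreads of 32352 probes with 200 changed. Limma recovered 76% of probes changed by 2 on the log2 scale, with 4 false calls, and 0% of those changed by 1. The methods' t-test without adjustment recovered 95% and 76.5% of them with 296 and 280 false calls, and 8.5% and 0% with adjustment. Recovery after Benjamini-Hochberg adjustment depends on the share of changed probes. In the real data 8271 probes had an unadjusted p under 0.05 from limma, so the adjusted recoveries do not carry over to these arrays. The simulated noise was also independent between probes.

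The alternatives set before the data were examined were quantile normalization and median centring, no filter on dim probes and a filter on all 6 arrays, outlier marks ignored, the methods' t-test with and without adjustment, limma without adjustment, no fold threshold and a fold of at least 2, the replicate number and the slide as blocks, the deposited table in place of the scanner output, each replicate left out in turn, the mean of all probes of a gene, fry, and camera with the correlation estimated. The normexp correction was run on the median in place of the mean signal, and together with spike-in scaling, the array's brightness as a covariate, the 73 loci, the words in gene names and the methods' t-test on linear values it was chosen after the data were seen. The scan falls on the same day for both slides, so slide and scan were not run as separate blocks. Gene Ontology terms and the supplementary tables were not used here. Splits of the 6 arrays into 3 and 3 number 10.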

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

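The tests against random lists matched on brightness, the reading of the slide block as a test and the splits were chosen after the results had been seen. The lists, their camera test and the slide block itself were set before. Each of the 5 lists below was picked out because its genes, which the paper does not discuss, differed between LS-treated and control seedlings. Of the 6 exploratory lists, the expansin list did not pass (median log2 fold change 0.10, camera adjusted p = 0.0733). The splits cannot decide on chance for any list, since 3 arrays against 3 make 10 splits and a share is never under 0.1. A difference between slides can be told apart from LS only through LS array 1, which shared the slide of the controls. With the slide as a block, the median log2 fold changes were 0.65 for calcium and touch, 0.56 for the unfolded protein response and -0.33 for photosynthesis. They were 0.40 for root hair and 0.43 for salicylic acid. The slide as a block leaves 1 LS array to compare with the controls, so these medians do not settle the question for any list. With the correlation between genes estimated from the data in place of 0.01, no list passed, with adjusted p from 0.242 to 0.401.

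Calcium and touch genes had a median log2 fold change of 0.64, with 11 of 14 genes above 0 (camera adjusted p = 0.00141, from 1.72e-05 to 0.246 over the alternatives). Of these, 2 were called, CML41 with 1.20 and CML39, named after its values were seen, with 1.18. For TCH2, also named after its values were seen, the brightest probe had 0.63 and was not called, and 2 of 3 probes were called higher, with 0.72 and 1.09. CML41 was no longer called under 9 of 22 alternatives, among them those without control replicate 1, control replicate 2, LS replicate 1 or LS replicate 3. A trend of fold change with brightness is argued against, since the median lay at percentile 100 of 10000 lists of random genes matched on brightness. With the slide as a block the adjusted p was 0.00552. In 3 of 10 splits the camera p was as small. An effect of the ionophore on calcium stays open and was tested only through these genes.

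Genes of the unfolded protein response had a median of 0.67, with 10 of 12 genes above 0 (camera adjusted p = 0.000126, from 5.92e-06 to 0.242 over the alternatives). NAC103 was called with 3.35, BIP1 with 1.03 and BIP2 with 0.90, the BIP genes being named after their values were seen. NAC103 was still called under 21 of 22 alternatives, the exception being the methods' t-test with adjustment. Brightness is argued against by a percentile of 100. With the slide as a block the adjusted p was 0.00552. The real split was the 1 of 10 with a camera p as small. A stress of the endomembranes by LS stays open as a hypothesis.

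Photosynthesis genes had a median of -0.59, with 0 of 20 genes above 0 (camera adjusted p = 1.18e-05, from 3.11e-07 to 0.246 over the alternatives). Limma called 0 of them with adjustment and 8 lower without it, and the methods' t-test without adjustment called 4 lower. These counts are of the brightest probe of each gene. Limma with adjustment called another probe lower for CAB2, with -1.51 (adjusted p = 0.0366), and for LHCA1, with -0.94 (adjusted p = 0.0495), both named after their values were seen. LHB1B1, a light-harvesting gene that is not on the list, had a probe called lower with -2.68, and its brightest probe had -0.59 and was not called. With arrays scaled on their spike-in controls the median of these genes was 0.02 and that of all probes 0.56, so the genes lay below the others under both scalings while the sign of their own median turned. Brightness alone is argued against by a percentile of 0, although the random lists had a median of -0.17. With the slide as a block the adjusted p was 0.00779. In 3 of 10 splits the camera p was as small. An effect of LS on these genes in the dark stays open.

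Root hair genes had a median of 0.29 with 7 of 12 above 0 (camera adjusted p = 0.0294, from 0.000505 to 0.401 over the alternatives). Limma called 0 of them with adjustment and 5 higher without it, and the methods' t-test without adjustment called 0. Their median lay at percentile 97.95 of the random lists, which over 6 lists does not exclude a trend with brightness. The list no longer passed with the slide as a block (adjusted p = 0.227), under fry (adjusted p = 0.253), without LS replicate 2 (adjusted p = 0.0952) or without LS replicate 3 (adjusted p = 0.0787). In 6 of 10 splits the camera p was as small. Brightness, the slide, chance and an effect of LS all stay open.

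Salicylic acid genes had a median of 0.50 with 5 of 7 tested genes above 0 (camera adjusted p = 0.0294, from 0.012 to 0.242 over the alternatives). EDS1 was called with 0.92, and was no longer called under 11 of 22 alternatives, among them those without any 1 control replicate or without LS replicate 1. The median lay at percentile 99.34 of the random lists, which over 6 lists leaves a trend with brightness open. The list no longer passed with the slide as a block (adjusted p = 0.108), without control replicate 1 (adjusted p = 0.0649) or without LS replicate 3 (adjusted p = 0.112). In 3 of 10 splits the camera p was as small. Brightness, the slide, chance and an effect of LS all stay open.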

How the results depend on the processing

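Spike-in scaling, normexp on the median signal, the brightness covariate, the 73 loci, the word classes and the methods' t-test on linear values were chosen after the data were seen. The other settings were set before. Where a value below differs, the cause was not tested unless it is stated.

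Of the probes called with limma, 840 higher and 792 lower, quantile normalization, median centring, normexp, ignored outlier marks, the deposited table and a filter on all 6 arrays gave counts within 1.5 times of these, from 724 to 1021 higher and from 568 to 855 lower. Of the 840 and 792, 809 and 622 were also called after quantile normalization, and 564 and 372 after normexp. Without a fold threshold the counts were the same, since no probe under the adjusted threshold had a smaller fold. Without a filter on dim probes, where 43582 probes are tested, 135 were higher and 107 lower. With the methods' t-test and no adjustment the counts were 1517 and 1632, and with adjustment 1 and 0, where 5174 probes had an unadjusted p under 0.05. With limma and no adjustment they were 2531 and 3295. At a fold of at least 2 they were 559 and 543. With spike-in scaling, which moves the median of all probes from -0.04 to 0.56, they were 928 and 81, and with the brightness covariate 40 and 19. The methods' t-test on linear values gave 1430 and 1526 loci. With each replicate left out in turn, the counts ran from 48 to 756 higher and from 20 to 654 lower, the fewest without control replicate 2. Each such fit also has 1 array fewer.

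With the replicate number as a block, 197 probes were higher and 167 lower, 1 named peroxidase, 4 JA genes, 1 lignin gene, 1 wall damage gene and 4 of the 73 peroxidase loci were higher, and the odds ratios of the transporter and enzyme words were 0.90 and 1.53. The numbers do not pair the samples, since the deviations of same-numbered arrays had correlations of 0.03, -0.12 and -0.19. With the slide as a block, which rests on LS array 1 and the controls, 24 probes were higher and 83 lower, 0 named peroxidases, 1 JA gene, 0 lignin genes, 1 wall damage gene and 2 of the 73 loci were higher, the transporter odds ratio was 0 and that of enzymes 0.92, and the medians of the root hair, salicylic acid and expansin lists were 0.40, 0.43 and 0.28.

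The number of genes called higher was 5 of the named peroxidases, 16 of the 73 loci, 9 of the JA list, 4 of the lignin list and 2 of the wall damage list. Without a filter on dim probes these were 0, 2, 3, 1 and 0. With the methods' t-test and adjustment they were 0, 1, 0, 0 and 0, and with the brightness covariate 0, 2, 0, 1 and 0. With limma and no adjustment, 29 of the 73 loci and 9 lignin genes were higher, and with the methods' t-test and no adjustment 8 lignin genes. Normexp gave 8 lignin genes and 1 wall damage gene, the filter on all arrays 1 wall damage gene, a fold of at least 2 gave 2 lignin genes, and the methods' t-test on linear values 8 lignin and 0 wall damage genes. With the 73 loci in place of the 14, 16 peroxidases were higher. With each replicate left out, the counts ran from 0 to 2 for named peroxidases, 2 to 10 for the 73 loci, 0 to 8 for JA, 0 to 2 for lignin and 0 to 2 for wall damage.

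As sets the named peroxidases, the 73 loci, and the JA, lignin, calcium, unfolded protein and photosynthesis lists kept their direction against the other genes and stayed past the threshold under 19 of 20 alternatives each. The exception was camera with the correlation estimated, where the medians are 0.44, 0.45, 0.12, 0.53, 0.64, 0.67 and -0.59 as before. That setting also lost the root hair list, with a median of 0.29, and the salicylic acid list, with 0.50. The wall damage list was past the threshold under none of 20. The root hair list was lost with quantile normalization (0.29), the brightness covariate (0.23) and fry (0.29), and the salicylic acid list with spike-in scaling (1.10), the brightness covariate (0.39) and the mean of all probes (0.26). The expansin list, not past the threshold at a median of 0.10, passed it with median centring (0.031), no filter on dim probes (0.067), spike-in scaling (0.70), the mean of all probes (0.28), fry (0.10), the slide as a block, without control replicate 3 and without LS replicate 2, which is 8 of 20 alternatives. With each replicate left out, the medians ran from 0.15 to 0.55 for root hair, from 0.32 to 0.55 for salicylic acid and from 0.0052 to 0.26 for expansins.

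Without a filter on dim probes, the odds ratios of the transporter, cell wall, membrane and enzyme words were 0.41, 3.41, 1.33 and 1.08, against 2.87, 3.47, 0.41 and 1.34. That of enzymes was 1.25 with the filter on all arrays, 1.17 with limma and no adjustment, 1.31 at a fold of at least 2, 1.05 with spike-in scaling and 1.85 with the brightness covariate. That of transporters was 0 with the brightness covariate, and that of extracellular words 1.13 with spike-in scaling, against 0. With the methods' t-test and adjustment no odds ratio can be had, since no gene with a descriptive name was called higher. With each replicate left out, the odds ratios ran from 0 to 2.99 for transporters, 2.49 to 8.94 for cell wall words, 0 to 2.38 for extracellular words and 1.07 to 1.85 for enzymes. Over all 21 alternatives, the odds ratio of cell wall words ran from 2.49 to 19.4.

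The log2 fold change of AtPRX71, not called, was -0.13, and it was 0.073 with quantile normalization, 0.081 with the slide as a block and 0.47 with spike-in scaling. With each replicate left out it ran from -0.24 to 0.0055, the latter without LS replicate 2. The other genes named by the rule set before the data were examined kept their direction under each alternative that measured them, and genes named after their values were seen were not followed. Signal over background limits the dim probes, since among the dimmest 10% of the tested probes 48.6% were well above background on all 6 arrays. The scan date was not run as a block apart from the slide.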

Differences from the paper's values

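The 73 peroxidase loci, normexp on the median signal, spike-in scaling, the words in gene names and the tests on linear values were chosen after the results had been seen. The paper gives 1430 transcripts increased and 1526 decreased by LS, and limma with adjustment called 840 probes higher and 792 lower here. Among the alternatives set before the data were examined, the methods' t-test without adjustment came within 1.5 times of both, with 1517 and 1632, and quantile normalization of the increased count only, with 1021. The others set before did not, including the methods' t-test with adjustment (1 and 0), limma without adjustment (2531 and 3295) and the deposited table with limma (893 and 680). Normexp on the median signal, added after the data were seen, came within 1.5 times of the increased count, with 976. One setting gave exactly 1430 and 1526, the methods' t-test on the linear values of every spot of the deposited table, with the ratio of arithmetic means, no filter on dim spots, no adjustment, and distinct loci as the unit. It was chosen after seeing the values, as 1 of 33 combinations of values, test, filter and unit that were computed, whose counts ran from 1212 to 1620 and from 975 to 2060, so it is the setting under which the values fall on the paper's and not the paper's stated method.

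For class III peroxidases the paper gives 23 increased transcripts, and 5 of the 14 loci named as peroxidases were called here. The alternatives set before the data were examined gave 0 to 6. With only 14 loci on the list, none of them could come within 1.5 times of 23, so this comparison does not test the paper's count. Over all 73 loci, a list reading chosen after seeing the values, limma gave 16, and the methods' t-test on linear values, also chosen after seeing them, gave 23. Over the same 73 loci, and so also chosen after seeing the values, the counts within 1.5 times of the paper's were 20 with quantile normalization, 22 with normexp, 16 with the filter on all 6 arrays, 16 with outlier marks ignored, 16 with no fold threshold, 21 with the methods' t-test without adjustment, 29 with limma without adjustment, 18 with the deposited table, 20 with spike-in scaling and 21 with the mean of all probes.

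For JA-related transcripts the paper gives 27, and 9 of 44 tested genes were called here. The list here was written from general knowledge and is not the paper's, so the counts have different denominators. None of the alternatives set before the data were examined came within 1.5 times, with 0 to 12, nor did the methods' t-test on linear values, chosen after seeing the values, with 12.

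The paper names extracellular and membrane-related genes as enriched among the increased ones. By words in gene names, which are not the terms the paper used, 0 of 53 extracellular and 2 of 144 membrane genes were higher.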

Other observations

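The tests in this part were chosen after the results had been seen, apart from the lists and their camera test.

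For the counts of called probes and list genes, the real split of the 6 arrays was the 1 of 10 that gave a result as large for probes higher, probes lower, named peroxidases, JA genes, lignin genes and wall damage genes. It was also the 1 of 10 with the smallest camera p for the peroxidase, JA and lignin lists, while for the wall damage list 7 of 10 and for the expansin list 3 of 10 gave a p as small. With 10 splits the share is never under 0.1, so the shares themselves cannot decide on chance. In the 9 other splits limma called 0 probes with adjustment, and between 346 and 1610 had an unadjusted p under 0.05, against 8271. The methods' t-test without adjustment called 56 to 340 probes in them, against 3149. With 840 higher and 792 lower in the real split, the arrays separated by group far more than by any other split. These values cannot exclude a chance alignment of some other difference with the groups, which would fall on the real split in 1 of 10 cases. They do not bear on a difference between slides.

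Of the loci called by the methods' t-test on linear values, 637 of the 1430 higher and 413 of the 1526 lower were also called by limma in the same direction, which calls 694 and 478 genes. For 16 of the higher and 116 of the lower loci, no called spot was well above background on any of the 6 arrays. None of these spots had an adjusted p under 0.05, as 0 of 1546 and 0 of 1689 did. A pair of loci, 2, was called in both directions through different spots.

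Probes called lower lay more often among the dim ones than probes called higher. Of 792 lower calls, 305 lay in the dimmest 10% of the tested probes, against 124 of 840 higher calls, and 550 of the lower and 728 of the higher calls were well above background on all 6 arrays. The median log2 fold change was -0.30 in the dimmest 10% and -0.19 in the brightest. A difference in brightness between the groups of arrays cannot be told apart from LS here. The trend between arrays of one group gives a shift of 0.012 for the dimmest 10%, against -0.21 observed, but the shift beyond the trend has a 95% interval from -0.53 to 0.097, which rests on 6 arrays. The way background was subtracted may be part of it, as 372 of the 792 lower calls were also called lower after normexp, a share that does not decide between this and a fall of dim transcripts.

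Probes for pseudogenes made up 47 of the 792 lower calls, or 5.93%, 10 of the 840 higher calls, or 1.19%, and 1.57% of all tested probes. Dimness alone is argued against, since probes matched on brightness hold a median of 28 pseudogene probes (19 to 37 in 95% of 10000 draws, permutation p = 0.0003). Probes were drawn as if independent, and those that may match the transcript of a related gene were not tested, so the pattern stays open. Another 147 lower calls and 22 higher calls name no locus.

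LS array 3 and control array 3 lay at the ends of the first principal component, which held 52.1% of the variance and separated the groups, at 79.5 and -69.8, with the other arrays between -40.2 and 40.3. LS array 3 had the highest 75th percentile, 2123, and its spike-in controls lay 0.87 above that percentile on the log2 scale, against 1.91 to 2.58 on the other arrays.

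A larger share of root tissue in the LS-treated seedlings could raise peroxidase transcripts, as many are made in roots. Root hair genes are markers of part of the root, and 7 of 12 had a log2 fold change above 0, the others lying between -0.31 and -0.02, so this cannot be told apart from induction by LS. Expansins moved both ways, with 5 called higher and 3 lower of 22 tested, EXPA17 with 4.52 as the largest rise and EXPA8, named after its values were seen, with -1.15 as the largest fall. For EXLA3, also named after its values were seen, the brightest probe had -0.063 and was not called, and another was called higher with 1.06.

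Against 10000 lists of random genes matched on brightness, the medians of the named peroxidases, the 73 loci and the lignin list lay at percentile 100, that of the JA list at 98.08, that of the expansin list at 93.46 and that of the wall damage list at 25.9.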
